A study of Homo sapiens with 11 samples. Its data were reported in "IGF2BP1, a Conserved Regulator of RNA Turnover in Cancer" (2021).

How the data were processed

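Small RNA-seq was performed in 6 human solid tumour-derived cell lines that had received no treatment. The libraries were 2 each for A-549 (lung), ES-2 (ovary), MV3 (melanoma), BE(2)-C (neuroblastoma) and Hep-G2 (liver), and 1 for PANC-1 (pancreas), which gives 11 libraries. Groups were taken from the cell line label of each sample and replicate numbers from the sample titles. The libraries of BE(2)-C and Hep-G2 were prepared by a commercial provider, Novogene, whereas those of the other 4 lines were made with a NEXTflex kit from 50 ng total RNA. The sequencer, the read length and the sequencing site changed together with the library preparation. Preparation and cell line are therefore confounded for every comparison that spans the 4 NEXTflex and the 2 Novogene lines. BE(2)-C cells were harvested after 24 h according to the methods of the study and the treatment protocol, although the sample characteristics give 48 h, the time stated for the other lines.

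The authors deposited 1 table per cell line with 2813 rows, each a genomic copy of a mature miRNA, for 2588 mature miRNAs. The authors' processing of the small RNA reads was not stated in full. For their RNA-seq data the authors described adapter clipping, alignment to the human genome build hg38, counting of assigned reads and TMM (trimmed mean of M-values) scaling with edgeR. The deposited PANC-1 values were CPM (reads of a miRNA relative to all reads assigned to the listed miRNAs) without further scaling. The values deposited by the authors for the other 5 lines were a scaled signal, that is CPM divided by a scaling factor set within each table of 2 libraries. All nonzero values (100% in each library) were whole multiples of the value of a single read, so that whole reads were recovered. TMM factors computed with edgeR within each table from these reads differed from the authors' factors by 0% for all 11 libraries. The tables had thus been normalized separately. Because a test across separately normalized tables would mix their scales, every test between cell lines was run on CPM recomputed from the recovered reads of each library. Counts of miRNAs above a level, miRNAs restricted to a line and the agreement of replicates used the deposited values, whose scale was set table by table. The design fixed in advance had assumed CPM as deposited for the tests, and this fit is given as an alternative chosen after seeing the data.

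Between 1173902 and 12137452 reads were assigned to miRNAs per library, with a median of 2670030. A count of 0 allows up to 3 reads, which is 2.56 CPM in the shallowest and 0.247 CPM in the deepest library. For shares in single libraries, 95% Wilson intervals were computed. Intervals and floors cover counting error only, since reads are PCR products without molecular identifiers used here. The 2 libraries of each line differed beyond sampling noise, with a chi-square statistic per degree of freedom between 9.75 for ES-2 and 1047 for BE(2)-C, so that no library was counted as a copy of another.

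Rows of the same mature miRNA were summed. Reads of miRNAs with several genomic copies cannot be placed at a copy: there were 167 such miRNAs on 392 rows. Of 36 with at least 1000 reads in a library, 30 had their reads spread nearly evenly over the copies (median of the highest copy under 1.1 times the even share). Members of the let-7 and miR-30 families differ by few bases, and how the authors' counting treated reads that match several members is not known.

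For the comparisons, miRNAs with a line mean of at least 10 CPM in at least 1 line were tested on log2(CPM + 1) with limma 3.58.1 in R 4.3.3, using cell line as the only factor, eBayes with a trend, and Benjamini-Hochberg adjustment with a threshold of 0.05. Contrasts were two-sided, and F tests have no direction. Log2 differences are on the log2(CPM + 1) scale, which understates changes of weakly detected miRNAs. The moderated F test was run over all 6 lines and over the 4 NEXTflex lines. Contrasts were made for the 10 pairs of the 5 lines with 2 libraries. PANC-1 had no replicate and entered no pair. Summed CPM of the let-7 and miR-30 families was compared by an exact permutation test of the one-way F statistic over all 10395 assignments of the libraries to lines. The correlation of line profiles and a limma fit of the 6 line means were used to set the preparations against each other, with all 15 splits of the lines into 4 and 2.

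The fits were tested on simulated data drawn from the real means and library sizes, with 200 miRNAs raised or lowered 4-fold in ES-2. A first simulation that changed abundant miRNAs as well showed many false calls on plain CPM, and a balanced case without these miRNAs was then added. In the balanced case, 158 of 178 changed miRNAs were recovered on plain CPM with 4 false calls among 453 tested, and TMM factors recovered 162 with 13 false calls. When abundant miRNAs changed too, the other miRNAs shifted by -1.13 on the log2 scale, and plain CPM gave 123 false calls among 458 tested and recovered 96 of 171. TMM factors over all libraries then gave 11 false calls and recovered 163 of 171. Calls on plain CPM are hence differences in the share of the library, and TMM-scaled results are given beside them. The permutation test gave a p under 0.05 in 4 of 40 draws without any difference. For the fit of line means the change was made in the Novogene lines instead of ES-2. This fit called 0 of 442 miRNAs when nothing was changed. When 176 of the tested miRNAs were changed, it called 180 of 458, with 4 false calls. Beyond these changes the simulated lines did not differ, whereas most miRNAs differed between the real lines. The simulation therefore cannot show how well the fit of line means works on the real data.

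Alternatives were other pseudocounts (0.1 and 10), no filter or a filter at 100 CPM, each deposited row kept, quantile normalization, TMM factors over all libraries, quasi-likelihood tests with edgeR 4.0.16 and tests with DESeq2 1.42.0 on the recovered reads, the replicate number as a block, and each replicate left out in turn. The tests, the lists of miRNAs, the alternatives and the rule for naming miRNAs were fixed before the data were examined, apart from single rows of a supplementary table of the study, among them let-7a-5p and miR-21-5p, which had been seen. Named miRNAs are the 10 with the highest mean over lines, the let-7 and miR-30 lists, 4 miRNAs the study singled out (miR-186-5p, miR-340-5p, miR-27b-3p and miR-93-5p), per line the 2 past the F test with the widest log2 gap to the next line, and per line up to 2 restricted miRNAs with the highest CPM. Positions and host genes were taken from GENCODE 44 on GRCh38 by hairpin name on the chromosome given in the tables, which matched 2532 of 2588 miRNAs. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.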

Results

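The data are miRNA levels from sequenced small RNA libraries of 6 lines derived from solid tumours. IGF2BP1, an RNA-binding protein, is the subject of the study, which linked the miRNAs expressed in these lines to predicted target mRNAs. A-549, ES-2, MV3, BE(2)-C and Hep-G2 were represented by 2 libraries each and PANC-1 by 1. MiRNA-assigned reads were fewest in MV3 replicate 1 with 1173902 and most numerous in Hep-G2 replicate 2 with 12137452. The other libraries held 2670030 and 2060669 reads (A-549), 1663181 and 2294994 (ES-2), 1549279 (MV3 replicate 2), 9746838 (PANC-1), 7520904 and 6540070 (BE(2)-C) and 11880964 (Hep-G2 replicate 1). Values for PANC-1 have no replicate error.

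Libraries differed in how strongly single miRNAs dominated them. MiR-21-5p was the most abundant miRNA in the 7 NEXTflex libraries. It accounted for 646036 ± 6097 CPM in A-549 (SD, n = 2), 276264 ± 8361 CPM in ES-2 (SD, n = 2) and 326321 ± 7389 CPM in MV3 (SD, n = 2). In PANC-1 its share was 33.5% (95% Wilson interval 33.5% to 33.6%). In Hep-G2, miR-148a-3p took 739220 ± 19263 CPM (SD, n = 2), and the 10 most abundant miRNAs together held 96.4% and 96.1% of the reads of the 2 libraries. BE(2)-C was the least concentrated line: its most abundant miRNA, miR-381-3p, reached 129654 ± 19249 CPM (SD, n = 2), and the top 10 held 59.5% and 54.2% of the reads. MIR21 lies at chromosome 17, 59841266 to 59841337 (GRCh38, ENSG00000284190.1), within the UTR of at least 1 VMP1 transcript. MIR148A lies at chromosome 7, 25949919 to 25949986 (ENSG00000199085.3), in an intron of a non-coding gene. MIR381 is at chromosome 14, 101045920 to 101045994 (ENSG00000199020.3), in an intron of the non-coding gene MEG9.

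**Figure D1:**
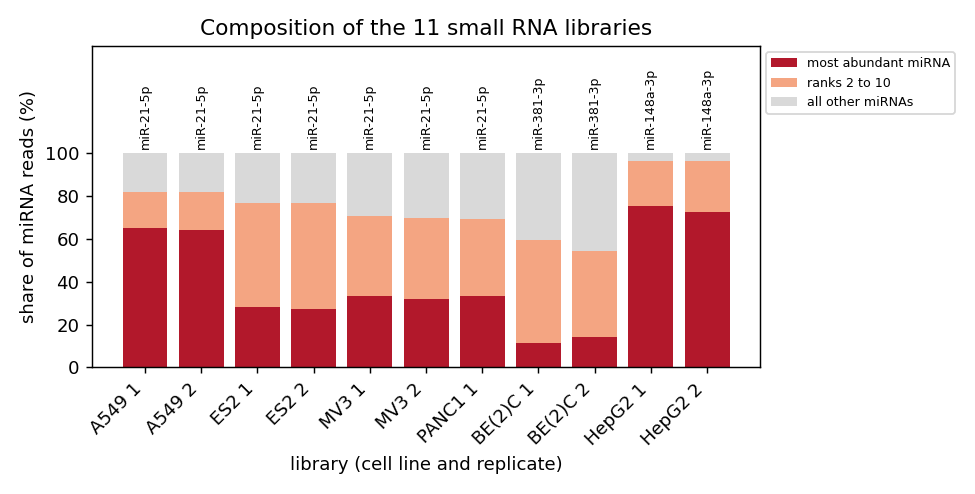
Share of miRNA reads (%, vertical axis) held by the most abundant miRNA, by ranks 2 to 10 and by all other miRNAs in each of the 11 libraries, with the most abundant miRNA named above each bar. The top miRNA held 75.3% and 72.6% in the Hep-G2 libraries and 11.6% and 14.3% in the BE(2)-C libraries.

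Replicates were compared first, since their spread, pooled over lines for each miRNA, is the error against which lines are read. The SD of a single library on the log2(CPM + 1) scale, over miRNAs with at least 10 CPM in the line, was 0.29 in A-549 (306 miRNAs), 0.38 in ES-2 (282 miRNAs), 0.36 in MV3 (322 miRNAs) and 0.19 in Hep-G2 (166 miRNAs). It was 0.67 in BE(2)-C (402 miRNAs), where 86 miRNAs (21.4%) differed more than 2-fold between the replicates, against 1 to 19 in the other 4 lines. Among miRNAs with at least 100 CPM the spread fell to between 0.11 and 0.16 in A-549, ES-2, MV3 and Hep-G2 but was 0.73 in BE(2)-C.

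The study retained miRNAs by an average CPM threshold in at least 4 lines. With the deposited values, whose scale was set separately in each table, 119 mature miRNAs averaged at least 100 CPM in at least 4 of the 6 lines. Requiring all 6 lines moved this count most, to 42. Keeping each genomic copy as its own entry gave 131 entries with 114 distinct names, and rescaling every library to the same total gave 119, all shared with the main set. TMM factors over all libraries gave 108, of which 107 were shared. The 119 miRNAs held between 94.4% and 97.3% of the reads in the 7 NEXTflex libraries, but 46.8% and 50.03% in the BE(2)-C and 22.0% and 24.6% in the Hep-G2 libraries. A further 98 miRNAs reached 100 CPM in a single line, 48 in 2 lines and 47 in 3.

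Per line, 228 miRNAs averaged at least 100 CPM in BE(2)-C, 186 in PANC-1, 158 in MV3, 154 in A-549, 141 in ES-2 and 73 in Hep-G2. The low position of Hep-G2 depended on scaling: with TMM factors over all libraries it had 134 miRNAs, above MV3 with 121 and ES-2 with 128. Under the same scaling BE(2)-C had 188 and PANC-1 152. When each replicate was left out in turn, the counts ranged from 206 to 229 for BE(2)-C and from 72 to 74 for Hep-G2.

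Restriction to a single line was defined as at least 100 CPM there and under 10 CPM in each library of the other lines. This held for 21 miRNAs, 17 in BE(2)-C, 3 in ES-2, 1 in Hep-G2 and 0 in A-549, MV3 and PANC-1. The most abundant in BE(2)-C were miR-1197 with 363 ± 238 CPM (SD, n = 2) and miR-214-5p with 321 ± 81.6 CPM (SD, n = 2). Without BE(2)-C replicate 2, 11 instead of 17 miRNAs met the criterion in this line. Without A-549 replicate 1, 2 instead of 1 met it in Hep-G2, and without BE(2)-C replicate 1, 1 instead of 0 met it in PANC-1. ES-2 restricted miRNAs were miR-142-3p with 306 ± 28.9 CPM (SD, n = 2), miR-142-5p with 147 ± 9.64 CPM (SD, n = 2) and miR-3689f with 108 ± 3.56 CPM (SD, n = 2). In Hep-G2, miR-148a-5p had 149 ± 4.33 CPM (SD, n = 2). With under 1 CPM required elsewhere, 5 miRNAs met the criterion, all in BE(2)-C: miR-214-5p and, chosen after their values were seen, miR-490-3p, miR-490-5p, miR-412-3p and miR-218-2-3p. Restricted miRNAs were not counted with TMM factors. On that scale miR-3689f averaged 81.6 CPM in ES-2, under the 100 CPM required, whereas miR-142-3p had 232 and miR-142-5p 111 CPM. In BE(2)-C, miR-1197 had 238 and miR-214-5p 210 CPM. The factors of BE(2)-C, 1.449 and 1.615, would bring its miRNAs just over 100 CPM below that level. The counts for BE(2)-C and ES-2 thus depend on scaling. The factors of Hep-G2, 0.166 and 0.217, would raise its values. This could add miRNAs restricted to Hep-G2, and could lift miRNAs restricted to other lines to 10 CPM or more there. MIR142 is located at chromosome 17, 58331232 to 58331318 (ENSG00000284353.1), in an exon of the non-coding MIR142HG. MIR1197 lies at chromosome 14, 101025564 to 101025651 (ENSG00000221745.3), in an intron of MEG8, and MIR214 at chromosome 1, 172138798 to 172138907 (ENSG00000283844.1), in an exon of the non-coding DNM3OS.

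Differences between lines were then tested. Of 546 tested miRNAs, 542 (99.3%) differed across the 6 lines with an adjusted p under 0.05 in the limma F test on log2(CPM + 1). With TMM factors over all libraries 522 were called, of which 520 were shared, and quasi-likelihood tests with edgeR on the recovered reads called 524. DESeq2 on these reads called the fewest at the same filter, 486. The 4 miRNAs that did not pass on CPM, chosen for naming after their values were seen, were miR-1180-5p, miR-1292-5p, miR-212-5p and miR-122-5p. The last had an adjusted p of 0.332 (limma) despite a mean of 415 CPM in BE(2)-C, where the 2 libraries held 823 and 5.96 CPM. Within the NEXTflex lines, where the preparation was shared, 387 of 453 tested miRNAs (85.4%) differed. In this test 6 miRNAs were read in PANC-1 only and so had no spread between replicates. TMM factors gave 359 calls there. The 18 let-7, miR-30 and other miRNAs listed in advance all passed, both adjusted over the list alone (highest adjusted p 0.00539, limma) and over all tested miRNAs (highest 0.00585, limma). As the study selected some of these miRNAs on the present samples, the former is not independent evidence. With TMM factors 17 of the 18 passed, miR-30b-5p being the exception with an adjusted p of 0.206 (limma).

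In contrasts between lines of the same preparation, 276 of 546 miRNAs differed between A-549 and ES-2, 313 between A-549 and MV3, 179 between ES-2 and MV3 and 453 between BE(2)-C and Hep-G2. Between preparations, the numbers were 419 (A-549 and BE(2)-C), 423 (ES-2 and BE(2)-C), 426 (MV3 and BE(2)-C), 369 (A-549 and Hep-G2), 332 (ES-2 and Hep-G2) and 380 (MV3 and Hep-G2). Preparation and cell line cannot be told apart in the latter 6. All contrasts used an error pooled over lines, although replicates spread most in BE(2)-C. Its contrasts may therefore hold too many calls and the others too few. The median absolute log2 difference was 0.74 for ES-2 and MV3, the most similar pair, and 3.27 for BE(2)-C and Hep-G2. With TMM factors these medians were 0.625 and 1.79, and after quantile normalization 0.649 and 1.98. The wide difference between BE(2)-C and Hep-G2 thus rested on the CPM scale. With TMM it was smaller than in every pair across preparations, the lowest of which was MV3 and Hep-G2 with 1.85.

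The direction of these calls depended on scaling. On CPM, 82.4% of the miRNAs that differed between A-549 and Hep-G2 were higher in A-549, against 54.9% with TMM factors and 55.9% after quantile normalization. For ES-2 and Hep-G2 the share higher in ES-2 was 79.8% on CPM, 49.7% with TMM and 54.5% with quantile normalization. For MV3 and Hep-G2 the share higher in MV3 was 83.7%, 53.5% and 59.5% in this order, and for BE(2)-C and Hep-G2 the share higher in BE(2)-C was 90.1%, 64.4% and 50.3%. In A-549 against MV3, 34.8% were higher in A-549 on CPM, 56.1% with TMM and 46.2% after quantile normalization, and in ES-2 against MV3 27.4%, 47.3% and 44.1% were higher in ES-2. For A-549 against ES-2 the share higher in A-549 was 46.7%, 55.04% and 46.2%. BE(2)-C was the higher line in most calls against A-549, ES-2 and MV3 both on CPM and with TMM, with the share higher in the other line at 29.1%, 34.0% and 41.6% on CPM and 35.4%, 36.4% and 37.7% with TMM. After quantile normalization these shares were 47.7%, 52.02% and 52.8%, so that the majority changed sides for ES-2 and MV3. The median log2 difference over all tested miRNAs between A-549 and Hep-G2 was 1.55 on CPM and 0.23 with TMM, and between BE(2)-C and Hep-G2 it was 2.79 on CPM and 0.49 with TMM. The TMM factors were 0.166 and 0.217 for the Hep-G2 libraries and between 1.02 and 1.87 for the other 9.

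**Figure D2:**
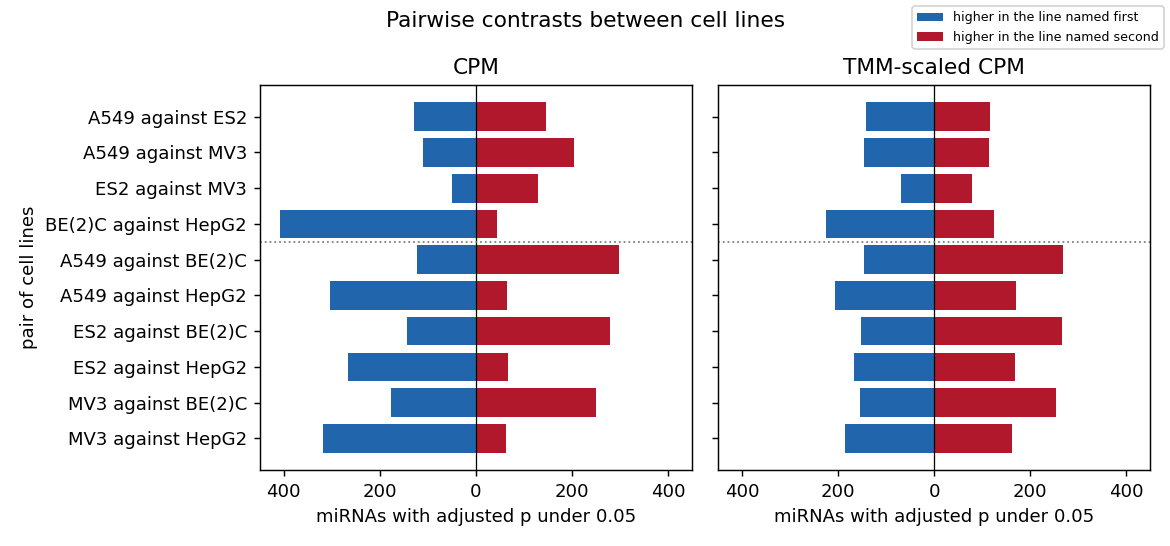
Number of miRNAs with an adjusted p under 0.05 (horizontal axis) for each of the 10 pairs of lines, drawn to the left when higher in the line named first and to the right when higher in the line named second, on CPM and on TMM-scaled CPM. The 4 pairs above the dotted line share a library preparation, and for A-549 against Hep-G2 the bars are 304 and 65 on CPM and 207 and 170 with TMM.

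Single contrasts between A-549 and Hep-G2, chosen after their values were seen, illustrate what did and did not depend on scale. Let-7a-5p was higher in A-549 by 8.05 ± 0.29 (SE, log2; adjusted p 3.33e-07, limma) on CPM and by 5.57 with TMM. MiR-148a-3p was higher in Hep-G2, with a log2 difference of -14.94 ± 0.60 (SE; adjusted p 4.64e-07, limma) on CPM and -17.42 with TMM. MiR-21-5p was higher in A-549 by 1.86 ± 0.15 (SE; adjusted p 1.44e-05, limma) on CPM, but the log2 difference with TMM was -0.62. Likewise, miR-30d-5p differed by 1.19 ± 0.13 (SE; adjusted p 6.97e-05, limma) on CPM and by -1.29 with TMM. Directions of the latter 2 between these lines are thus not settled by the data.

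The study discussed targeting by the let-7 family. The summed CPM of 9 let-7 family members was 206140 ± 7984 in ES-2, 173749 ± 9455 in MV3 and 113577 ± 11306 in A-549 (SD, n = 2 each), and 212989 in PANC-1. It was 22803 ± 6263 in BE(2)-C and 1606 ± 112 in Hep-G2 (SD, n = 2 each). The difference across lines had a p of 0.000192 in the exact permutation test (2 families tested, adjusted p 0.000192), where the smallest p that 10395 assignments can give is 0.0001. The ratio of the highest to the lowest line was 133. With TMM factors the ratio was 18.4, with ES-2 then highest and Hep-G2 still lowest. The ratio moved most when only the NEXTflex libraries were compared, to 1.88, with an exact permutation p of 0.019, PANC-1 being highest and A-549 lowest on CPM, while with TMM MV3 was the lowest and ES-2 the highest of these lines. Let-7a-5p was the most abundant member in the NEXTflex lines and BE(2)-C, with 123545 ± 5832 CPM in ES-2 and 9262 ± 4168 CPM in BE(2)-C (SD, n = 2 each), whereas let-7f-5p led in Hep-G2 with 603 ± 73.4 CPM (SD, n = 2). Let-7b-5p, let-7c-5p, let-7d-5p and miR-98-5p averaged between 2.62 and 5.72 CPM in Hep-G2. Let-7e-5p, let-7g-5p and let-7i-5p had 173, 370.2 and 261 CPM there. Each of the 9 members was lowest in Hep-G2 on CPM, but with TMM the line means of let-7e-5p, let-7f-5p, let-7g-5p and miR-98-5p were lowest in BE(2)-C, where the libraries of BE(2)-C and Hep-G2 overlapped for miR-98-5p and let-7d-5p. Let-7a-5p has 3 annotated loci, at chromosome 9, 94175957 to 94176036 (MIRLET7A1), chromosome 11, 122146522 to 122146593 (MIRLET7A2, intron of MIR100HG) and chromosome 22, 46112749 to 46112822 (MIRLET7A3), and its reads cannot be placed at a locus.

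The miR-30 family was considered because the study discussed targeting by its members. The sum of 5 members was 70207 ± 1305 CPM in ES-2, 44007 ± 1926 in A-549 and 41878 ± 16.6 in MV3 (SD, n = 2 each), and 66894 in PANC-1. It was 19906 ± 727 CPM in BE(2)-C and 4647 ± 419 CPM in Hep-G2 (SD, n = 2 each). The exact permutation p was 0.0001, the smallest possible (adjusted p 0.000192), and the ratio of the highest to the lowest line was 15.1. With TMM factors the ratio was 4.08 and BE(2)-C instead of Hep-G2 was the lowest line, with 24477 in Hep-G2 and 22655 in MV3. Within the NEXTflex libraries the ratio was 1.68 between ES-2 and MV3, with an exact permutation p of 0.00952, the smallest that 105 assignments allow. Members changed unequally. MiR-30a-5p had 48080 ± 1139 CPM in ES-2, 337 ± 265 CPM in BE(2)-C and 29.9 ± 1.37 CPM in Hep-G2 (SD, n = 2 each), and both Novogene lines stayed lowest with TMM. MiR-30d-5p made up 88.7% of the family in BE(2)-C and 88.1% in Hep-G2. MiR-30c-5p and miR-30e-5p were lowest in Hep-G2 on CPM, with 184 and 280.1 CPM, and lowest in BE(2)-C with TMM. MiR-30b-5p had between 57.4 and 412 CPM, and both miR-30b-5p and miR-30d-5p were lowest in Hep-G2 on CPM but had their highest mean there with TMM, although a BE(2)-C library exceeded it for miR-30b-5p. MIR30A lies at chromosome 6, 71403551 to 71403621 (ENSG00000207827.1) in an intron of LINC00472, and MIR30D at chromosome 8, 134804876 to 134804945 (ENSG00000199153.1).

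**Figure D3:**
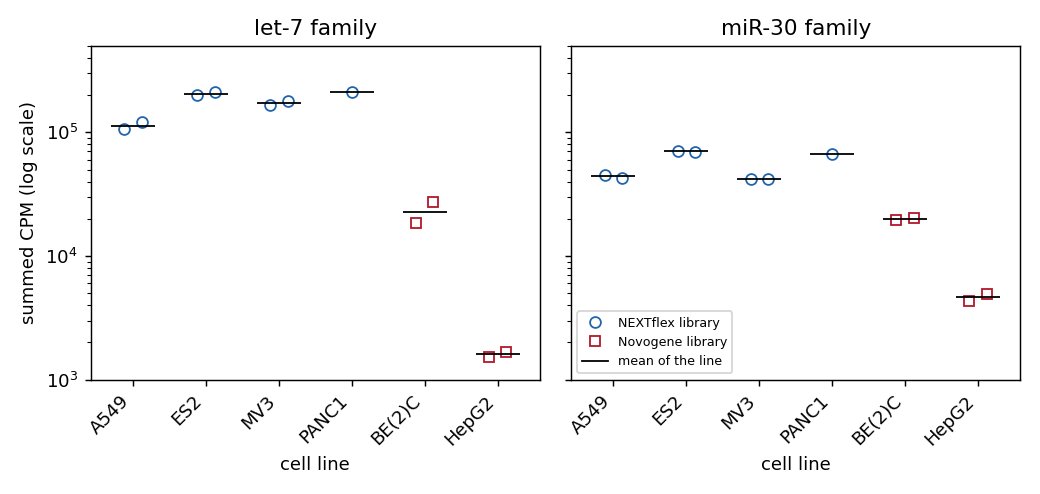
Summed CPM (log scale, vertical axis) of the let-7 and miR-30 families in each library by cell line, with points for libraries and a bar for the mean of the line. The let-7 sum was 1606 CPM in Hep-G2 and 212989 CPM in PANC-1, and Hep-G2 is lowest for miR-30 on this scale but not with TMM factors.

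Of the other miRNAs the study singled out, miR-186-5p ranged from 39.8 ± 4.82 CPM in Hep-G2 to 1179 ± 65.5 CPM in ES-2 (SD, n = 2 each) and 1366 CPM in PANC-1, whereas with TMM BE(2)-C was lowest and ES-2 highest. Line means of miR-340-5p ranged from 226 CPM in Hep-G2 to 721 CPM in PANC-1, but libraries of other lines overlapped both, and with TMM it was highest in Hep-G2. MiR-27b-3p was lowest in ES-2 with 807 ± 50.8 CPM (SD, n = 2) under both scalings. Its mean was highest in BE(2)-C (22872 ± 16000 CPM, SD, n = 2), but this rests on replicate 2 with 34186 CPM, since replicate 1 with 11559 CPM lay below A-549 with 13733 ± 959 CPM (SD, n = 2). The contrast between A-549 and BE(2)-C was not past the threshold, with a log2 difference of -0.54 (adjusted p 0.281, limma) on CPM and -0.008 (adjusted p 1.0, limma) with TMM. MiR-93-5p was lowest in Hep-G2 with 113 ± 10.4 CPM (SD, n = 2), and still so with TMM. The remaining miRNAs among the 10 most abundant were miR-100-5p, miR-92a-3p, miR-222-3p and miR-218-5p. MiR-100-5p had 111145 ± 559 CPM in ES-2 and 52.7 ± 44.3 CPM in Hep-G2, and miR-222-3p 56476 ± 1476 CPM in ES-2 and 5.27 ± 5.72 CPM in BE(2)-C (SD, n = 2 each). MiR-92a-3p varied less, from 2019 ± 274 CPM in Hep-G2 to 53028 ± 728 CPM in ES-2 (SD, n = 2 each). With TMM, the means of miR-100-5p and miR-92a-3p were lowest in BE(2)-C, although the BE(2)-C and Hep-G2 libraries overlapped for miR-100-5p. MiR-218-5p was found mainly in BE(2)-C with 78501 ± 13770 CPM (SD, n = 2).

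Each line also had miRNAs set apart from the next highest line by the widest log2 gap. In BE(2)-C these were miR-139-5p (gap 10.02, adjusted p 5.44e-07, limma F test) and miR-381-3p (gap 9.86). Hep-G2 had miR-148a-3p (gap 8.29) and miR-200a-5p (gap 5.94, 737 ± 32.6 CPM, SD, n = 2), ES-2 had miR-142-3p (gap 7.38) and miR-3689f, and PANC-1 had miR-133a-3p (gap 5.08, 584 CPM) and miR-1270 (45.3 CPM). Gaps were smaller in A-549 for miR-194-5p (3.04) and miR-194-3p (2.53), and Hep-G2 was the next line. With TMM these differences between A-549 and Hep-G2 were 0.56 (adjusted p 0.0586, limma) and 0.12 (adjusted p 0.864, limma), so that neither set A-549 apart from Hep-G2 on this scale. In MV3 they were widest for miR-548h-5p and miR-767-3p, which had 10.3 ± 3.71 and 10.4 ± 8.25 CPM (SD, n = 2 each). For miR-3689f, miR-1270, miR-548h-5p and miR-767-3p the next highest line averaged no more than its 3-read floor, so that their gap depends on the pseudocount and is not given. The gap of miR-142-3p depends on the pseudocount of 1 as well, since its next line, BE(2)-C, averaged 0.894 CPM. MiR-3689f, miR-548h-5p, miR-767-3p and miR-1270 lost their call with DESeq2, with adjusted p between 0.131 and 0.387. MIR139 lies at chromosome 11, 72615063 to 72615130 (ENSG00000272036.1), in an intron of PDE2A.

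Profiles of lines were compared to see whether those of the same library preparation resembled each other more. Over the 546 tested miRNAs, Spearman's rho across miRNAs, which are not independent replicates, averaged 0.658 within and 0.457 between preparations. This difference of 0.201 was the largest of the 15 splits of 6 lines into 4 and 2, a one-sided exact permutation p of 0.0667, which is the smallest the design allows. The 2 Novogene lines themselves had a rho of 0.327, lower than Hep-G2 had with each NEXTflex line (0.428 to 0.584). The highest rho was 0.859 for ES-2 and MV3 and the lowest 0.233 for ES-2 and BE(2)-C. Replicates had a rho between 0.949 and 0.978. The size of the difference between preparations depended on the miRNAs used. Over the 119 miRNAs with at least 100 CPM in at least 4 lines it was 0.472, with means of 0.779 within and 0.307 between preparations. These miRNAs were selected on the same libraries by a rule that the 4 NEXTflex lines can meet alone. The larger difference may therefore be built in partly by the selection. The exact permutation p was again 0.0667.

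**Figure D4:**
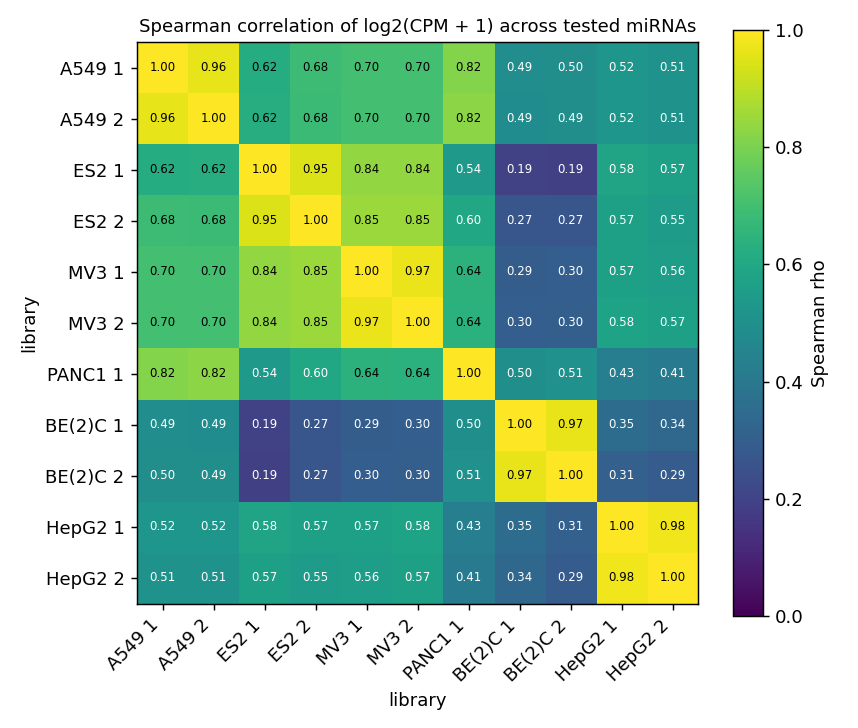
Spearman correlation of log2(CPM + 1) over the 546 tested miRNAs between all 11 libraries, which form both axes, with colour and number giving rho. Replicates of a line reach at least 0.949, and BE(2)-C with Hep-G2 lies below the pairs of Hep-G2 with NEXTflex lines.

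When the 6 line means were fitted with preparation as the factor, 17 of 546 miRNAs differed between the 4 NEXTflex and the 2 Novogene lines (adjusted p under 0.05, limma), 16 of them lower in the Novogene lines. TMM factors gave 61, of which 37 were higher and 24 lower in the Novogene lines, and quantile normalization gave 46, of which 20 were higher and 26 lower. The 17 miRNAs included miR-30a-5p, miR-100-5p, miR-222-3p, let-7d-5p and miR-98-5p among the lower ones, and miR-148a-3p as the higher one. Since all Novogene libraries came from BE(2)-C and Hep-G2, a difference of preparation cannot be told apart from a difference of these lines.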

Values the study reported

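The study reported 119 miRNAs selected by an average expression threshold of 100 CPM in at least 4 cell lines. Of these, 99 were predicted to target at least 1 of its candidate mRNAs.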

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

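Across the main results, 200 values under other settings were computed for 29 results, of which 172 stayed on the same side of the threshold, within 1.5 times the count or within the replicate spread, and 28 moved further. Contrasts were compared by their number of calls and families by the side of the threshold. With TMM, A-549 against Hep-G2 thus counted as unchanged, although the share higher in A-549 fell from 82.4% to 54.9%. So did let-7, although its ratio fell from 133 to 18.4. Of 426 values for 43 single-miRNA results, 412 kept the call and any direction, 7 lost the call and 7 reversed. Most of these results were F tests, which have no direction. The 7 reversals all fell in the contrasts of single miRNAs between A-549 and Hep-G2, where a direction exists. The 412 values therefore do not show that directions were stable. The fits on CPM as deposited, the TMM-scaled and the rescaled counts per line were chosen after seeing the data. On CPM as deposited, 542 miRNAs differed across all lines and 386 across the NEXTflex lines.

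Filters moved counts through the number of miRNAs tested. Without a filter 837 of 1608 tested miRNAs differed across all lines, and with a filter at 100 CPM 313 of 314 did, or 230 of 235 within the NEXTflex lines. The pairs of BE(2)-C without a filter gave 645 miRNAs against A-549, 653 against ES-2, 656 against MV3 and 691 against Hep-G2. With the filter at 100 CPM these were 264, 274, 269 and 285, and the pairs of Hep-G2 gave 208 against ES-2 and 237 against MV3. A threshold of 10 CPM per line, which admits more miRNAs by construction, gave 306 in A-549, 282 in ES-2, 322 in MV3, 358 in PANC-1, 402 in BE(2)-C and 166 in Hep-G2. Requiring 100 CPM in all 6 lines gave 42 miRNAs, and requiring under 1 CPM in the other lines left 5 restricted miRNAs. With miRNAs of at least 100 CPM the replicate SD (log2) was 0.16 in A-549, 0.12 in ES-2, 0.15 in MV3 and 0.11 in Hep-G2.

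Scaling changed directions. Hep-G2 had 134 miRNAs at 100 CPM with TMM factors over all libraries. The preparation contrast gave 46 miRNAs with quantile normalization and 61 with TMM. The log2 difference of miR-21-5p between A-549 and Hep-G2 reversed to -0.62 with TMM, -0.62 with edgeR and -0.69 with DESeq2, with adjusted p of 0.0135, 0.0649 and 4.59e-05, whereas quantile normalization kept the direction with 1.80 (adjusted p 1.07e-05). That of miR-30d-5p reversed to -1.10 with quantile normalization, -1.29 with TMM, -1.29 with edgeR and -1.36 with DESeq2. Which scale is right was not tested.

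The replicate numbers did not pair the libraries, since correlations of replicate differences between lines ranged from -0.0531 to 0.109, with 1 of 10 over 0.1. With a replicate block, 535 miRNAs differed across all lines and 363 across the NEXTflex lines.

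Leaving out each replicate in turn gave from 118 to 120 miRNAs at 100 CPM in at least 4 lines, from 15 to 23 restricted miRNAs, let-7 ratios from 126 to 139 and miR-30 ratios from 14.2 to 16.1. Within the restricted miRNAs, BE(2)-C had 11 instead of 17 without its replicate 2. F tests and tests of the contrasts were not run without a replicate, since a further line beside PANC-1 would be left with 1 library. Only the median absolute log2 difference of each pair was recomputed. It ranged from 0.745 to 0.832 for ES-2 and MV3 and from 3.07 to 3.32 for BE(2)-C and Hep-G2. Depth limits what can be said of miRNAs at 0 in MV3 replicate 1, where 3 reads are 2.56 CPM.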

Other observations

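The tests of depth in Hep-G2 and of carry-over between libraries were chosen after the result was seen, as were the read minimum of the arm comparison, its restriction to miRNAs with a single copy and the removal of a GC trend. The GC test in BE(2)-C was chosen after the names of the discordant miRNAs had been seen but before GC content was computed. Unless stated, no biological explanation was tested, and differences between the cell lines themselves stay open as an untested explanation.

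Hep-G2 had the fewest miRNAs at 100 CPM, 73. Lower depth is not its source, since the shallower Hep-G2 library held 11880964 reads, more than any library of the other lines. With miR-148a-3p out of every total, the Hep-G2 count rose to 117, which is still under 141 in ES-2. The share taken by this single miRNA may thus explain part of the low count but not all of it. With TMM factors Hep-G2 had 134 miRNAs and was not lowest, so that the pattern also rests on the scale.

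The preparations differed at 17 miRNAs, and 1 of the 15 splits of the lines into 4 and 2, the real one, gave as many. The other 14 splits gave 0 calls, with 4 to 87 miRNAs at an unadjusted p under 0.05 against 103 in the real split. With 15 splits no share under 0.05 can be reached, so that a fortuitous grouping stays open. Hairpin GC content had a Spearman rho of 0.0415 with the difference across 530 miRNAs, which argues against hairpin GC as its source. GC content of the sequenced mature miRNAs was not computed and stays open. Both arms of a hairpin come from the same transcript, although a miRNA with further copies in the genome can also be read from those. The ratio of the 5p to the 3p arm set the Novogene lines apart from the NEXTflex lines without overlap for 26 of 41 hairpins (63.4%, where chance gives 13.3%), against 1 to 11 hairpins in the other 14 splits. These hairpins had at least 1 CPM of both arms in every line and a mean over lines of at least 100 CPM for 1 of the arms. A second way of averaging, run after the first, gave 28. With a minimum of 10 CPM, 12 of 15 hairpins were set apart, against 0 to 5 in the other splits. Without miRNAs that have further copies, 25 of 38 hairpins were set apart, against 1 to 10 in the other splits. A bias of the library preparation that acts on mature miRNAs one by one is therefore a candidate explanation for part of the differences between these lines. Arm choice that differs between the lines themselves would give the same result and cannot be told apart from it.

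BE(2)-C replicates differed more than those of other lines, with a log2 SD of 0.67. The log2 ratio of the replicates had a Spearman rho of 0.247 with hairpin GC content over 394 miRNAs, under the limit of 0.3 set for this test. Removing a trend with hairpin GC lowered the SD from 0.672 to 0.662, so that hairpin GC can account for little of it. The GC content of the mature miRNAs, which are what was sequenced, was not computed. Recovery that depends on it therefore stays open. The 3 miRNAs with the widest excess in replicate 1 were miR-122-5p (823 and 5.96 CPM in replicates 1 and 2), miR-184 (543 and 10.1 CPM) and miR-15b-3p (124 and 5.66 CPM). Since miR-122-5p is also found in Hep-G2, prepared by the same provider, carry-over from Hep-G2 was considered. Such material would bring 12971 times as much miR-148a-3p as miR-122-5p, whereas the excess of miR-148a-3p was 3.57 times that of miR-122-5p, which argues against it. Other sources were not tested.

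A list of 8 miRNAs abundant in blood cells or serum was made after miR-142-3p, miR-142-5p and miR-451a had been seen as restricted to a line. The values of the other 5 had not been seen, except that miR-223-3p and miR-150-5p were known not to be among the miRNAs restricted to ES-2. None of the 8 is among the 18 miRNAs listed for the study. In ES-2, miR-142-3p had 306 CPM, while miR-223-3p was not detected in either library and miR-150-5p averaged 0.601 CPM. MiR-142-3p was about 170-fold above the CPM of 3 reads in the smaller ES-2 library, which was taken as a floor because it exceeded both means, and this argues against white blood cell material as its source. That ES-2 cells transcribe MIR142 may be proposed as a hypothesis, and a mislabelled or mixed culture was not tested. In BE(2)-C, miR-451a had 299 and 46.0 CPM. Of 3 other miRNAs of red blood cells or serum, 1 had its highest mean in BE(2)-C, miR-122-5p. This rested on replicate 1 with 823 CPM, since replicate 2 with 5.96 CPM lay below the Hep-G2 libraries with 64.0 and 50.0 CPM. MiR-486-5p was highest in PANC-1 with 1356 CPM. BE(2)-C was second with 412 and 325 CPM, above the mean of 202 CPM in A-549 and 134 CPM in MV3. MiR-144-3p was not read in any library. Red blood cell or serum material as the source of miR-451a stays open, because miR-486-5p has a baseline in several lines and miR-144-3p gives no value.

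A group of 53 hairpins with 92 mature miRNAs within 252 kb on chromosome 14 (100814491 to 101066801, GRCh38), a region with MEG3, MEG8, MEG9 and RTL1, held 44.9% and 43.5% of the reads in the BE(2)-C libraries. It held 3.25% in PANC-1, 0.875% and 0.860% in A-549, and at most 0.0312% in the libraries of MV3, ES-2 and Hep-G2. The region was widened after a narrower definition left out hairpins. Carry-over of PANC-1 material into the A-549 libraries was considered as the source of the A-549 reads. The 33 members with at least 100 CPM in PANC-1 had a median A-549 to PANC-1 ratio of 0.265. Of 153 other miRNAs with at least 100 CPM in PANC-1, 17 lay under 0.5 times that ratio, among them miR-1-3p with 6273 CPM in PANC-1 and 3.46 CPM in A-549, which argues against carry-over. With the narrower definition 23 of 162 did. Transcription of the region in BE(2)-C, PANC-1 and A-549 may underlie the pattern, as a hypothesis drawn from and tested on the same data.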
